A study of Homo sapiens with 8 samples. Its data were reported in "Rapid reduction in global chromatin loop size after acute STAG2 reconstitution in human cancer cells" (2026).

How the data were processed

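Hi-C was measured in 8 libraries, 2 replicates each of H4 and MOG-G-UVW cells infected for 36 h with adenoviral vector or with adenovirus expressing STAG2. Per the labels, libraries were made with the Arima Hi-C+ kit. Per the study's methods, the authors aligned reads to hg19, removed duplicate pairs, assigned pairs to fragments cut at GATC and GANTC, grouped fragments into anchors of 5 kb, corrected biases with HiCorr and enhanced and denoised the matrix with DeepLoop. The deposited tables hold 1 signal value per pixel, the enhanced loop strength, for the 300000 strongest pixels of each of the 4 pooled groups. Both steps change the measurements: HiCorr removes the dependence on distance and fragment properties, and DeepLoop replaces each value with a smoothed estimate, so neighbouring pixels share signal. The study's supplement lists a downsampling of merged read pairs before this step, and its totals are not used here. Pixels below the list are not used here, so a loop in 1 table has no value in the other.

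The methods state that strengths were divided by that of the 300000th loop. In the tables the lowest listed strength was 3.78 in H4 vector, 3.87 in H4 STAG2, 4.19 in MOG-G-UVW vector and 4.00 in MOG-G-UVW STAG2, so that division had not been made. Strengths were therefore divided here by the lowest listed strength of the same table, and undivided strengths were an alternative. This was settled after those minima were seen and before any fold change was counted. Groups came from the labels, and each table's column was matched to its group by name, which left 0 columns of per-sample values unmapped.

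The tables name anchors by number, without positions. Positions were rebuilt on GRCh37 by cutting at GATC and GANTC, joining consecutive fragments while their summed length stayed within 5000 bp, leaving out 1 base at each GANTC cut, and numbering from 1 through chromosomes in alphabetical order. The tables do not state this rule. It was found by searching, in several rounds, over enzyme sets, joining rules, size limits, cut offsets, numberings and chromosome orders, and the listed loops themselves were used to choose among them: how many loops would join 2 chromosomes, how far apart anchors would lie, and how often CTCF motifs at the anchors would face each other. The fit of the chosen rule is thus how it was selected and not an independent check. With it, 0 of 1200000 listed loops joined 2 chromosomes, and 43.9% of the 77373 loops with a single motif direction at each anchor had convergent motifs against 11.0% with divergent ones. A size limit 1 bp lower gave 1612 loops across chromosomes and 25.5% convergent. Shifting all anchors by 1 gave 0 loops across chromosomes and 41.6% convergent, so positions are good to about 1 anchor. The median length of the anchors used was 4901 bp. Loop size is the distance between anchor midpoints. Genes were the protein-coding genes of GENCODE v44 lifted to GRCh37.

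With 1 pooled table per group there is no replicate test. Each comparison set the STAG2 table against the vector table of the same line. Shares carry Wilson 95% intervals and medians order-statistic binomial 95% intervals, both of counting error over loops, which are not independent. Differences in size and strength carry the SD over chromosomes with at least 500 loops in both tables; for matched maxima and for lists compared across lines the limit was 100. Changed loops were placed among 10000 random lists matched on mean strength in 20 classes. For loops in 1 table alone, strengths in the other line were set against 1000 random lists matched on strength and size, without and with GC content, and motif pairs against 10000 matched on strength and size. Named genes were set against 10000 lists matched on gene length. This describes these libraries and does not test the conditions. Adjacent loops share signal, so such percentiles are more extreme than independent loops would give. The named genes were fixed before the data were examined as the 5 genes the study found induced in both lines; because the study chose them on cells treated the same way, their place among loops is a description. The rule for single loops asked for more than 2-fold change in the same direction in both lines.

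Alternatives fixed before the data were examined covered the 100000 strongest loops, merged pixels, size range, autosomes, weighting by strength, fold thresholds of 1.5 and 3, other scalings, neighbouring pixels, other correlations, other matching of maxima and another choice of gene loop. The comparison of loops in 1 table alone, its alternatives, undivided strengths and the position shift of loops of 200 kb or more were added after seeing the data. Functions were tested on simulated tables made from the H4 vector table. Of 200 loops raised 4-fold and 200 lowered 4-fold among 300000 loops, 100% of each were called, with 1 other call. When both simulated tables were cut to their 100000 strongest loops, 100% of raised loops were called and 2% of lowered loops. The planted loops were drawn from all 300000, so a lowered loop could lie outside the cut vector list. A lowered loop that left the cut list was set at its bound, while raised loops rose into the list. The bound limits both directions in the deposited tables: 82131 loops of the STAG2 table alone and 82132 of the vector table alone had an unresolved fold change in H4, and 75637 and 75631 in MOG-G-UVW. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9 were used. RNA-seq, compartments, domains and other cell models of the study are not analysed here.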

Results

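H4 and MOG-G-UVW are established human glioblastoma cell lines whose endogenous STAG2 gene carries a truncating mutation. STAG2 is a subunit of cohesin, the ring-shaped complex that extrudes chromatin loops. Cells were infected with an adenovirus expressing wild-type STAG2 or with the adenoviral vector alone, and were harvested after 36 h for Hi-C, an assay that ligates and sequences DNA fragments lying close together in the nucleus. The 8 libraries formed 4 groups of 2 replicates: H4 vector, H4 STAG2, MOG-G-UVW vector and MOG-G-UVW STAG2. The deposited values came as 1 table per group, with the replicates pooled by the authors, so no difference below has a replicate check and no p-value is given. The tables hold loop strengths and no read counts. The read totals per library in the study's supplement are not used here, so no value below carries a depth. Each table listed its 300000 strongest pixels, each pixel being a pair of anchors of about 5 kb, and a pixel is called a loop below. Adjacent pixels formed 10069 separate groups in H4 vector, 10936 in H4 STAG2, 9326 in MOG-G-UVW vector and 9889 in MOG-G-UVW STAG2, so neighbouring loops are not independent observations. Intervals below cover counting error over loops, and the spread over chromosomes is given beside them.

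The first comparison asked whether loops were shorter after STAG2 reconstitution. The median size of the listed loops was 250.5 kb in H4 vector (95% order-statistic interval 249 to 251) and 225 kb in H4 STAG2 (224 to 226). In MOG-G-UVW the median was 208 kb with vector (207.5 to 209) and 180.2 kb with STAG2 (179.8 to 180.8). The difference, STAG2 minus vector, was -25.6 kb in H4, and its mean over chromosomes was -28.4 kb ± 10.8 (SD, n = 23 chromosomes with at least 500 loops in both tables). In MOG-G-UVW the difference was -27.8 kb, with a mean over chromosomes of -24.6 kb ± 11.2 (SD, n = 23). The median fell on 23 of 23 chromosomes in each line. The alternative that moved the difference most was the restriction to loops of 50 to 2000 kb in H4, at -27.7 kb, and the merging of adjacent pixels in MOG-G-UVW, at -25.0 kb. The lines also differed from each other under the same infection. The median size in MOG-G-UVW minus that in H4 was -42.4 kb with vector and -44.7 kb with STAG2, which was larger than the difference between infections in either line.

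**Figure D1:**
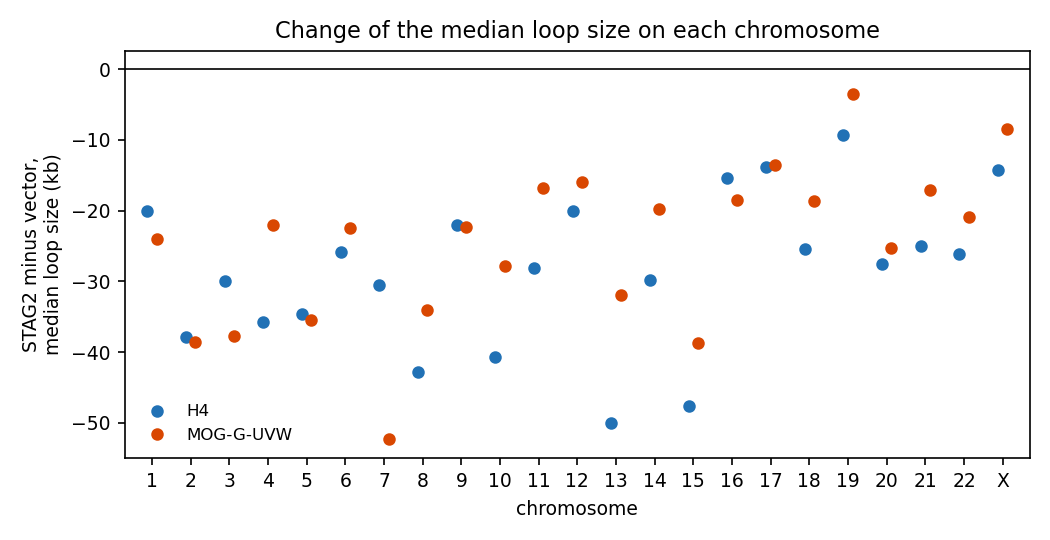
Difference in median loop size, STAG2 minus vector, in kb (vertical axis) on each chromosome (horizontal axis) for H4 and MOG-G-UVW, with 1 point per chromosome and line. All points lie below 0, from -50.1 to -9.27 kb in H4 and from -52.3 to -3.47 kb in MOG-G-UVW.

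The share of loops under 200 kb rose from 38.8% to 44.2% in H4, a difference of 5.36 percentage points (SD over chromosomes 2.36, n = 23). In MOG-G-UVW it rose from 48.2% to 55.2%, a difference of 7.07 percentage points (SD over chromosomes 2.20, n = 23). The rise was present on 23 of 23 chromosomes in each line. By size, loops of 50 to 100 kb made up 8.20% of the H4 vector table (Wilson 95% interval 8.10 to 8.30) and 10.6% of the H4 STAG2 table (10.5 to 10.7). The same bin went from 11.3% to 14.5% in MOG-G-UVW. Loops of 100 to 200 kb rose by 3.43 percentage points in H4 and by 2.85 in MOG-G-UVW. Loops of 200 to 500 kb changed by -2.70 percentage points in H4 and by -4.07 in MOG-G-UVW. Loops of 500 to 2000 kb changed from 17.9% to 15.2% in H4 and from 11.1% to 8.12% in MOG-G-UVW. Loops under 50 kb moved in opposite directions, from 5.92% to 5.43% in H4 and from 8.07% to 9.07% in MOG-G-UVW. The H4 fall was present on 9 of 23 chromosomes.

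**Figure D2:**
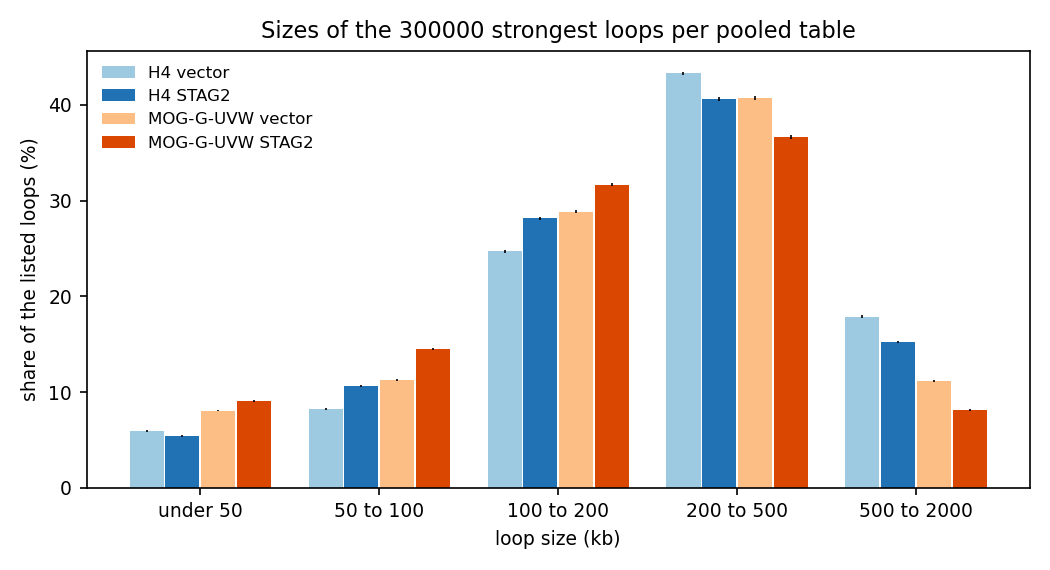
Share of the 300000 listed loops (vertical axis, percent) in each size bin (horizontal axis, kb) for the 4 pooled tables, with Wilson 95% intervals as error bars. In both lines the STAG2 bars are higher from 50 to 200 kb and lower from 200 to 2000 kb.

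The second comparison asked whether the strength of a loop changed with its size. Strengths were divided by the lowest strength listed in the same table, and 217865 loops in H4 and 224361 in MOG-G-UVW were listed with both infections. Among loops of 50 to 100 kb the median log2 ratio, STAG2 over vector, was 0.06 in H4 (SD over chromosomes 0.05, n = 23) and 0.06 in MOG-G-UVW (SD 0.06, n = 23). Among loops of 500 to 2000 kb it was -0.05 in H4 (SD 0.05, n = 23) and -0.09 in MOG-G-UVW (SD 0.06, n = 23). The difference between those 2 bins was 0.10 in H4 (SD over chromosomes 0.05) and 0.14 in MOG-G-UVW (SD 0.06), and it was above 0 on 23 of 23 chromosomes in each line. The alternative that moved it most used local maxima alone, with differences of 0.14 in H4 and 0.17 in MOG-G-UVW. The shifts were small against the spread between loops. In the 500 to 2000 kb bin the middle 50% of log2 ratios ran from -0.19 to 0.10 in H4 and from -0.24 to 0.06 in MOG-G-UVW.

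**Figure D3:**
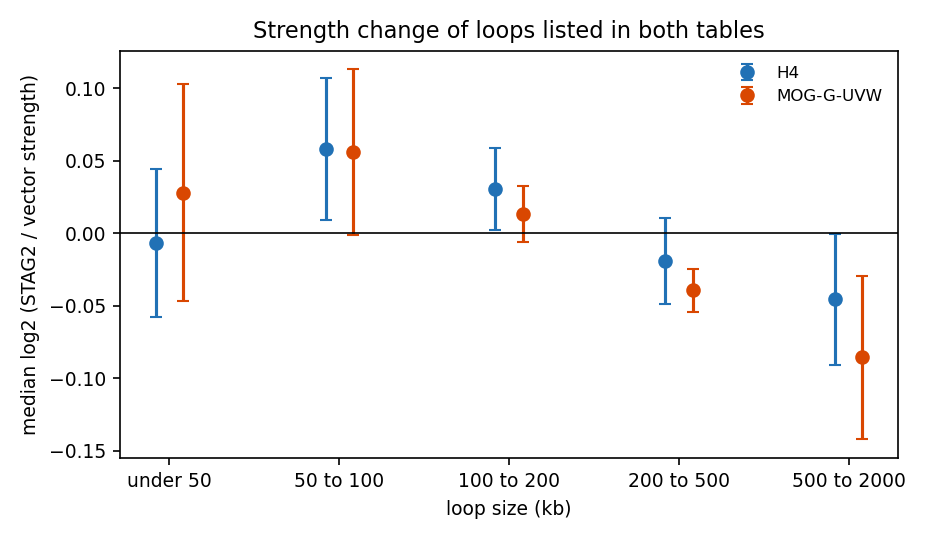
Median log2 ratio of strength, STAG2 over vector (vertical axis), of loops listed in both tables in each size bin (horizontal axis, kb) for H4 and MOG-G-UVW, with the SD over chromosomes as error bars. The median is highest at 50 to 100 kb (0.06 in both lines) and lowest at 500 to 2000 kb (-0.05 in H4 and -0.09 in MOG-G-UVW). Where 0 lies in each line depends on the division by the lowest listed strength, while differences between bins do not.

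Strengths with vector and with STAG2 were correlated across loops listed in both tables, with a squared Pearson correlation of 0.694 in H4 and 0.745 in MOG-G-UVW. Loops are not independent replicates, so no p-value is attached. Over single chromosomes the value ran from 0.440 to 0.780 in H4 and from 0.586 to 0.803 in MOG-G-UVW. The squared Spearman correlation was the alternative that moved it most, at 0.472 in H4 and 0.519 in MOG-G-UVW.

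The third comparison counted loops whose strength changed more than 2-fold. A loop listed in 1 table was set against the lowest strength listed in the other, which makes its fold change and the counts lower bounds. The merged list held 382135 loops in H4, of which 11 were strengthened and 10 weakened by STAG2. Of the 375639 merged loops in MOG-G-UVW, 3 were strengthened and 14 weakened. These loops fell into few places: grouping loops whose anchors both lay within 50 kb left 8 strengthened and 7 weakened loci in H4, and 2 and 7 in MOG-G-UVW. No loop passed 2-fold in the same direction in both lines among the 204498 loops on both merged lists, so no single loop is named; at 1.5-fold, 36 were strengthened and 44 weakened in both lines. The threshold moved the counts most: at 1.5-fold, 2655 loops were strengthened and 2410 weakened in H4, and 1373 and 1991 in MOG-G-UVW. Without the division by the lowest listed strength, the 2-fold counts were 19 strengthened and 5 weakened in H4, and 1 and 29 in MOG-G-UVW, so the split between directions depends on that scaling.

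Sizes of the changed loops were set against 10000 random lists of merged loops with the same number and the same distribution of mean strength. At 2-fold, the strengthened loops had a median size of 110 kb in H4 (order-statistic interval 38.3 to 258) and 39.0 kb in MOG-G-UVW, where the 3 loops ran from 4.87 to 43.9 kb. The weakened loops had a median of 4.94 kb in H4 (4.78 to 432), since 8 of the 10 were under 50 kb, and of 628 kb in MOG-G-UVW (619 to 847). These lists are short. At 1.5-fold, the median was 174 kb for strengthened and 363 kb for weakened loops in H4, where the middle 95% of random lists ran from 237 to 255 kb and from 236 to 255 kb. In MOG-G-UVW it was 143 kb for strengthened and 394 kb for weakened loops, against 192 to 213 kb and 195 to 213 kb in random lists. For weakened H4 loops, then, the threshold changed the side of the merged median of 234 kb on which the list lay.

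Because so few loops passed 2-fold, loops listed in 1 table of a line and not in the other were also described, a choice made after those counts were seen. Loops listed in both tables of a line are the same pixels, so the whole difference in the share under 200 kb comes from these other loops, and their sizes restate the first comparison instead of adding to it. There were 82135 such loops in each H4 table and 75639 in each MOG-G-UVW table. The median size was 179 kb for loops of the H4 STAG2 table alone and 271 kb for loops of the H4 vector table alone. The values in MOG-G-UVW were 136 kb and 245 kb. Among loops of the STAG2 table alone 10.9% in H4 and 4.81% in MOG-G-UVW were 500 kb or longer, against 20.6% and 16.7% of loops of the vector table alone. Absence from a list is a matter of rank: the median strength of these loops was 1.08 to 1.09 times the lowest listed strength.

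The fourth comparison asked whether changes in one line recurred in the other. Of the 11 loops strengthened over 2-fold in H4, 7 were listed in both MOG-G-UVW tables and 7 of these, from 5 loci, were stronger with STAG2 there (Wilson interval 64.6% to 100%), with a median log2 ratio of 0.34 at percentile 99.96 of the strength-matched lists. Of the 10 weakened in H4, 6 were listed in both MOG-G-UVW tables and 4 were weaker there (30.0% to 90.3%), with a median log2 ratio of -0.12 at percentile 9.87. Of the 3 strengthened in MOG-G-UVW, 1 was listed in both H4 tables, and it was stronger there (percentile 80.6). Of the 14 weakened in MOG-G-UVW, 12 were listed in both H4 tables and 5 were weaker there (19.3% to 68.0%). Those 12 loops came from 6 loci, and their median log2 ratio in H4 was 0.25, opposite in direction and at percentile 99.7 of the strength-matched lists. At 1.5-fold the shares were 62.0% (strengthened in H4), 64.6% (weakened in H4), 62.6% (strengthened in MOG-G-UVW) and 60.9% (weakened in MOG-G-UVW), where 48.1%, 51.9%, 49.5% and 50.5% of all loops listed in both tables of the other line moved that way.

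The fifth comparison asked whether a loop kept its position. Local maxima of strength in the vector table were matched to the nearest local maximum of the STAG2 table within 4 anchors on each side. In H4, 12751 of 16421 maxima were matched, and their mean change in size was 0.170 kb (SD over chromosomes 0.416, n = 23). In MOG-G-UVW, 12522 of 15922 were matched, with a mean change of 0.0871 kb (SD over chromosomes 0.439, n = 22). Among matched maxima that moved, 49.3% became shorter in H4 (Wilson interval 48.3 to 50.4) and 49.0% in MOG-G-UVW (48.0 to 50.1). Maxima without a partner within 4 anchors, which include any that moved farther, are left out, so the matching itself limits the shift, and whether the unmatched maxima moved was not measured. Among the matched maxima the mean shift was smaller than the SD over chromosomes. That SD describes single chromosomes and is a loose limit for a genome-wide mean. The mean change was below 0 on 7 of 23 chromosomes in H4 and on 9 of 22 in MOG-G-UVW. Matching in the other direction gave -0.0442 kb in H4 and -0.139 kb in MOG-G-UVW, so the sign depended on the direction of matching.

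The last comparison concerned 5 genes fixed before the data were examined because RNA-seq of cells treated the same way had placed them among the genes induced by STAG2 in both lines. Coordinates are GRCh37 and anchors are rebuilt positions, good to about 1 anchor. CITED4 (ENSG00000179862.7_7) lies on chromosome 1 from 41326726 to 41328035. PCDH1 (ENSG00000156453.14_14) lies on chromosome 5 from 141232655 to 141258811. EFEMP1 (ENSG00000115380.20_11) lies on chromosome 2 from 56093102 to 56151274. CYSLTR2 (ENSG00000152207.8_5) lies on chromosome 13 from 49227847 to 49285362. TM4SF18 (ENSG00000163762.7_11) lies on chromosome 3 from 149036285 to 149052201. Each gene was spanned by a listed loop in each table, while 41.2% to 47.7% of the 20163 protein-coding genes were. At TM4SF18 in MOG-G-UVW STAG2 the right anchor of that loop, from 149049874 to 149054772, held the gene's end. Whether that loop spans the gene is therefore not settled at the accuracy of the positions. The median percentile of the 5 genes among all genes, by the strongest spanning loop, was 91.7 in H4 vector, 93.0 in H4 STAG2, 86.2 in MOG-G-UVW vector and 86.1 in MOG-G-UVW STAG2. Among 10000 random lists of 5 genes matched on gene length, the list lay at percentile 99.59, 99.835, 97.595 and 97.525, in that order. Using loops with an anchor within 10 kb of the gene start moved the H4 vector median percentile most, to 82.1. Under that choice 3 of the 5 genes had a loop in H4 vector and the list lay at percentile 96 of the random lists, inside the middle 95%, while the other 3 tables gave percentiles from 99.03 to 99.53.

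At CITED4 the strongest spanning loop joined the anchors at 41311842 to 41316846 and 41414310 to 41419299 in all 4 tables, with strengths of 3.01 (vector) and 2.98 (STAG2) times the lowest listed in H4 and 2.69 and 2.64 in MOG-G-UVW. At PCDH1 the values were 2.26 and 2.37 in H4 and 2.003 and 1.82 in MOG-G-UVW. At EFEMP1 they were 2.85 and 2.42 in H4 and 1.90 and 2.49 in MOG-G-UVW, a log2 change of the strongest loop of -0.24 and 0.39, between loops whose anchors differed by up to 10 anchors in H4 and 2 in MOG-G-UVW. At CYSLTR2 they were 1.29 and 1.82 in H4 and 1.23 and 1.70 in MOG-G-UVW, log2 changes of 0.50 and 0.47. At TM4SF18 they were 1.31 and 1.97 in H4, a log2 change of 0.59, and 1.53 and 1.13 in MOG-G-UVW, a log2 change of -0.44. The strongest spanning loops of the MOG-G-UVW tables were different loops there, with anchors up to 33 anchors apart, and the median log2 ratio of loops within 250 kb of the gene was 0.14. The vector loops at CYSLTR2 ranked at percentile 58.7 of all H4 loops and 50.4 of all MOG-G-UVW loops, and its STAG2 loops at 89.8 and 86.5. The loops at TM4SF18 ranked at percentile 61.1 (vector) and 92.9 (STAG2) in H4, and at 78.1 and 33.7 in MOG-G-UVW. Within 250 kb of each gene no loop passed 2-fold in either line, as few did in the genome. At 1.5-fold, 24 loops near TM4SF18 passed in H4 (largest absolute log2 ratio 0.96), 3 each near PCDH1 and CYSLTR2 in H4, and 3 near EFEMP1 and 4 near TM4SF18 in MOG-G-UVW, with 0 in the other windows. The Spearman correlation of strengths over loops listed in both tables ran from 0.518 (PCDH1) to 0.868 (CITED4) in H4 and from 0.517 (CYSLTR2) to 0.805 (TM4SF18) in MOG-G-UVW.

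**Figure D4:**
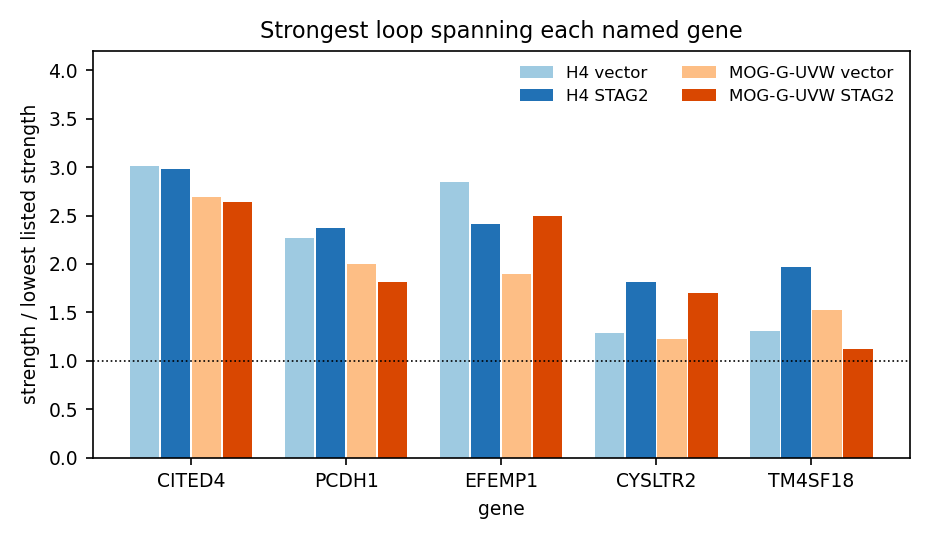
Strength of the strongest loop spanning each of the 5 named genes (horizontal axis), as a multiple of the lowest listed strength of the same table (vertical axis; dotted line at 1), with 1 bar per pooled table and no error bars because replicates were pooled. CITED4 has the highest bars (2.64 to 3.01), and CYSLTR2 and TM4SF18 the lowest.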

Values the study reported

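The study reported squared correlations of loop strength between vector and adeno-STAG2 cells of 0.59 in H4 and 0.66 in MOG-G-UVW. Those cover the merged list of each line, while the correlations above cover only loops listed in both tables, so they are not like for like. It gave a median size of about 200 kb for loops strengthened by STAG2 and about 700 kb for weakened loops.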

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

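The tests on chromosomes in this part were chosen after the result was seen. The others were written before their results were seen.

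The share of loops under 50 kb changed by -0.488 percentage points in H4 and by 0.998 in MOG-G-UVW. The median log2 ratio of loops of that size listed in both tables was -0.01 in H4 (-0.00676) and 0.03 (0.0280) in MOG-G-UVW. Both ratios were smaller than their SD over chromosomes (0.05 in H4 and 0.07 in MOG-G-UVW). The ratio was above 0 on 14 of 23 chromosomes in H4 and on 16 of 23 in MOG-G-UVW. Opposite directions in the 2 lines drew attention to these values, and the difference between the lines was not tested, since each line has 1 pooled table per infection. The signs of the 2 ratios depend on the division by the lowest listed strength, which shifts all ratios of a line together. Nothing is therefore drawn from their opposite signs. The shares do not depend on that division. Weak pixels beside the diagonal were weighed first. Among the 100000 strongest loops the H4 share still changed by -0.36 percentage points, which argues against weak pixels as the whole source. Merging adjacent pixels gave a change of -1.47 points in H4 and 0.533 in MOG-G-UVW. The size of the change thus depended on how pixels were counted, while its direction in each line did not. GC content was weighed next. In H4 the share fell in 1 of 5 classes of anchor GC content, the GC-richest (from 14.4% to 13.1%), and rose in the other 4. The mean anchor GC content also differed by -0.624 percentage points between the H4 tables and by -0.0437 between the MOG-G-UVW tables. A GC difference between the H4 libraries may therefore account for the H4 direction. The share fell on 9 of 23 H4 chromosomes. The largest fall was on chromosome X in both lines (-7.04 percentage points in H4 and -4.11 in MOG-G-UVW), so that chromosome does not set the lines apart. Since the H4 share rose on the other chromosomes, a contribution of a few chromosomes or copy-number changes stays open. A response of H4 cells to STAG2 that differs from that of MOG-G-UVW cells is also open and was not tested.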

How the results depend on the processing

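No paired analysis was possible because the tables pool both replicates of each group, and for the same reason no fit without a replicate was made.

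The fall in median size and the rise in the share under 200 kb kept their direction in both lines under all alternatives run. Values that moved beyond the counting interval stayed close. Merging adjacent pixels gave -23.8 kb and 4.63 percentage points in H4 and -25.0 kb and 6.19 percentage points in MOG-G-UVW. Loops of 50 to 2000 kb gave -27.7 kb and 6.003 points in H4 and -26.9 kb in MOG-G-UVW. The 100000 strongest loops gave 5.74 points in H4 and -26.7 kb in MOG-G-UVW. The strength change of short against long loops stayed within the SD over chromosomes under its alternatives. The squared correlation fell to 0.472 (H4) and 0.519 (MOG-G-UVW) with Spearman ranks and to 0.629 (H4) and 0.681 (MOG-G-UVW) with log2 strengths. The cause of these shifts was not tested.

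Counts of changed loops depended on the threshold and on some of the other choices. Centring the median log2 ratio at 0 left all counts within 1.5 times, at 12 strengthened and 10 weakened in H4 and 4 and 13 in MOG-G-UVW, and centring each size bin left all but the weakened MOG-G-UVW count within it. At 1.5-fold there were 2655 strengthened and 2410 weakened loops in H4 and 1373 and 1991 in MOG-G-UVW, and at 3-fold 0 of each in both lines. Counting loops in both tables alone left 7 strengthened in H4 and 1 strengthened and 6 weakened in MOG-G-UVW. Taking the strongest pixel within 1 anchor gave 57 strengthened and 33 weakened in H4 and 42 and 29 in MOG-G-UVW. Centring each size bin gave 8 weakened in MOG-G-UVW. Undivided strengths, chosen after seeing the data, gave 19 strengthened and 5 weakened in H4 and 1 and 29 in MOG-G-UVW. The fewer loops under stricter thresholds follow from their construction, and the cause of the other changes was not tested. At 3-fold no median size or share in the other line could be given.

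The median size of weakened H4 loops changed side of the merged median, from 4.94 kb to 363 kb at 1.5-fold and 256 kb with the strongest pixel within 1 anchor. The median of weakened MOG-G-UVW loops changed side with the strongest pixel within 1 anchor, from 628 kb to 186 kb, and was 394 kb at 1.5-fold. Strengthened MOG-G-UVW loops had medians of 143 kb at 1.5-fold and 186 kb with the strongest pixel within 1 anchor. Strengthened H4 loops stayed within their interval and below the merged median, but their median of 110 kb was the lowest among its settings and rose to 197 kb with undivided strengths, 202 kb with the strongest pixel within 1 anchor and 221 kb with each size bin centred. With 3 to 14 loops at 2-fold, these medians rest on few loci. The cause was not tested.

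For loops of 1 table alone, whose sizes restate the difference between whole tables, all alternatives were chosen after seeing the data, and STAG2 lists stayed shorter than vector lists. Among the 100000 strongest loops the medians were 195 kb (STAG2) and 296 kb (vector) in H4 and 155 kb and 265 kb in MOG-G-UVW. Loops with no listed pixel within 1 anchor in the other table had medians of 156 kb for STAG2 in H4, and 117 kb (STAG2) and 267 kb (vector) in MOG-G-UVW. The cause was not tested.

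The share of H4 strengthened loops that were also stronger in MOG-G-UVW was 62.0% at 1.5-fold, against 100% of 7 loops at 2-fold. Other settings at 2-fold gave 100% of 6 loops (each size bin centred) and 87.5% of 8 (loops in either MOG-G-UVW table). Undivided strengths, chosen after seeing the data, gave 81.8% of 11. The position shift changed sign when STAG2 maxima were matched to vector maxima, to -0.0442 kb in H4 and -0.139 kb in MOG-G-UVW, and to -0.0726 kb in MOG-G-UVW for loops of 200 kb or more, a choice made after seeing the data. All of these shifts lay within the SD over chromosomes, a loose limit for a genome-wide mean, and matching leaves out any maximum that moved beyond its reach. With loops at the gene start, the median percentile of the named genes in H4 vector fell from 91.7 to 82.1, and their place among random gene lists from 99.59 to 96, inside the middle 95%; the lists of the other 3 tables stayed above it. The cause was not tested. The list of 300000 loops limits all fold changes of loops in 1 table, which are lower bounds.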

Other observations

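The tests on each line's motif lists were chosen after the results were seen. The other tests in this part were written before their results were seen, but the comparison of convergent loops with all other loops was run after a narrower form of it was seen.

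Shorter listed loops with STAG2 were weighed against technical sources. The median fell on 23 of 23 chromosomes in each line, which argues against a few rearranged chromosomes. Within 5 classes of anchor GC content the share under 200 kb rose in all 10 line and class combinations, by at least 5.39 percentage points, which argues against GC content as the whole source. Merging adjacent pixels left a fall of at least 23.8 kb (-23.8 kb in H4), which argues against a few large domains. A difference in depth or contact decay between the pooled libraries predicts that loops with and without a convergent CTCF motif pair shift alike. The share under 200 kb rose by 4.18 percentage points among convergent loops and 5.40 among all other loops in H4, and by 6.39 and 7.09 in MOG-G-UVW. The differences were -1.22 points in H4 (SD over chromosomes 3.29) and -0.698 in MOG-G-UVW (SD 2.62). That SD describes single chromosomes and is a loose limit for a genome-wide difference. The mean over chromosomes was -1.05 points in H4, beyond its standard error of 0.686. In MOG-G-UVW it was -0.247 points, within its standard error of 0.546. Against loops with another motif pair alone, the differences were 0.0725 (SD 4.03) and 0.0439 (SD 3.70). The sets are not separate. A loop counted as convergent only with a single motif direction at each anchor, which left 8738 against 291262 loops in H4 vector. Pixels next to a convergent loop could fall among the others and share its signal. Such sharing draws the sets together under any explanation, so similar shifts do not favour a library-wide difference. A library-wide difference may still account for the shift, though the H4 values leave room for a difference between the kinds of loop. The authors list a downsampling step before loop calling, which bears on depth and not on contact decay. Their HiCorr correction, which removes the dependence on distance, bears on contact decay. Whether either step left a difference between the pooled libraries was not tested, and read totals were not used here. A genome-wide change in loop extrusion by STAG2-cohesin would also act on both kinds of loop, so the test does not separate these explanations, and the H4 and MOG-G-UVW vector tables differed by more (-42.4 kb) than either infection did. Unpooled replicates would bear on this.

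Loops listed in 1 table alone tended to move the same way in the other line, whose libraries are separate. Of H4 loops of the STAG2 table alone that were also in 1 MOG-G-UVW table alone, 61.2% were in its STAG2 table (7105 of 11606), and of those of the H4 vector table alone 64.1% were in the MOG-G-UVW vector table (7696 of 12004). Loop size alone, matched together with strength, left 4 of 4 lists outside the middle 95% of 1000 random lists in their own direction, and so did matching on GC content as well (4 of 4). After centring each size bin, the median moved in the list's own direction on 23, 22, 18 and 20 chromosomes. A shared response to STAG2 is a candidate explanation, and so is a technical difference shared by both STAG2 libraries, which no table here can exclude.

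Convergent CTCF motifs were compared between lists of 1 table alone and random lists matched on size and strength. In H4 the STAG2 list had 41.2% convergent pairs, above the middle 95% of 10000 random lists (37.0% to 39.9%), which argues against loop size alone for that list. In MOG-G-UVW the corresponding share was 36.9%, inside its range (34.5% to 37.4%), and loop size alone may account for it. The vector lists had 38.7% in H4 and 39.5% in MOG-G-UVW, both inside their ranges, so the STAG2 list lay above the vector list in H4 and below it in MOG-G-UVW. Across both lines 1 of 4 lists lay outside, so whether motif pairs differ beyond size cannot be told apart from size across the lines.

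The median size of strengthened loops here was 110 kb in H4 and 39.0 kb in MOG-G-UVW. That is lower than the value quoted from the study above. The H4 interval (38.3 to 258 kb) includes that value, and other settings gave medians from 110 to 221 kb in H4 and from 4.87 to 186 kb in MOG-G-UVW. The median size of weakened H4 loops here was 4.94 kb. That is lower than the value quoted from the study above. At 1.5-fold it was 363 kb. The weakened MOG-G-UVW loops had a median of 628 kb (619 to 847), an interval that includes the quoted value, but of 394 kb at 1.5-fold and 186 kb with the strongest pixel within 1 anchor. These medians and the study's are not like for like. The study's methods describe comparing strengths of all merged loops. Here loops of 1 table alone were set at a bound, which left 82132 loops of the H4 vector table unresolved. A size of 4.94 kb is a pair of neighbouring anchors, below the 50 kb at which the study's size bins begin.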
